A study of Homo sapiens with 36 samples. Its data were reported in "MITF controls the TCA cycle to modulate the melanoma hypoxia response" (2019).

How the data were processed

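Melanoma cells of 501mel, IGR37 and IGR39 were sampled at 0 h and after 12, 24 and 48 h in 1% oxygen, with 3 libraries in each of the 12 groups and 36 libraries in all. Groups were taken from the labels, which name the line and time of each library. RNA was sequenced from 3′ ends with spike-in transcripts added. The culture medium is given as DMEM in the labels and as RPMI in the study's methods, and this was left unresolved.

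According to the labels and the study's methods, reads were trimmed of poly-A with cutadapt, mapped with STAR to hg38, counted per gene and filtered on a CPM (counts per 1e6 reads) of 1. The authors then compared each hypoxia time with 0 h by the quasi-likelihood F-test of edgeR, 1 table per line and time. Software versions, the annotation, the use of strand and the normalization factors were not stated. The deposited tables give log2 fold changes and an average log2 expression on the CPM scale (logCPM) per gene. The F statistic of each gene is a score without a unit that the authors deposited beside its p-value. The deposited p-value has a Benjamini-Hochberg adjusted counterpart, which was checked to equal the adjustment over all lines of its table. The logCPM was identical in the 3 tables of a line, so the 12 libraries of a line appear to have been fitted together.

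The tables held 13628 entries for 501mel, 12739 for IGR37 and 13087 for IGR39. Of these 68, 58 and 61 were spike-in transcripts, which were left out of all gene results. Per line, 17 to 20 gene names had been turned into dates, as spreadsheet programs do, and these were kept as they stood. Gene names matched the RefSeq table of GRCh38.p14 in 98.1% to 98.5% of cases, and coordinates come from that table. No mitochondrial transcripts were in the tables (0 entries). Counts per library were not used here, so the depth per library is unknown and no confidence interval from counts was given. Levels per group were reconstructed from logCPM and fold changes, and levels of different lines come from tables normalized separately.

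A gene was called with a p-value of at most 0.05 and a change of at least 2-fold, the cutoff of the study, and counts with the adjusted p are given beside it. Overlap between lines was set against 10000 shufflings of calls within 10 bins of logCPM, which describes the overlap and is no test across samples. The standard error of a log2 fold change was taken as its size divided by the square root of F. The difference between 2 lines was divided by the combined standard error and compared with a t distribution, with degrees of freedom recovered from F and p (medians of 35.4 in 501mel, 19.8 in IGR37 and 16.2 in IGR39). Times of a line were compared with the conservative bound that adds both squared standard errors. All tests were two-sided, with Benjamini-Hochberg adjustment over genes.

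On simulated data with 13560 genes, 200 of them changed, the difference test called 99.5% of the changed genes with the right sign, and 1.97% of its calls were unchanged genes. Of the unchanged genes with a logCPM of at least 1, 4.34% had an unadjusted p under 0.05. The simulated changes were all of 2 on the log2 scale in well-expressed genes. Every gene had the same variability setting and 20 degrees of freedom. The simulation thus does not cover larger changes or genes near the lower limit of expression. Gene lists were tested with cameraPR of limma on the signed square root of F, with a correlation between genes of 0.01, and 3.15% of 2000 random lists had p under 0.05. The 10 lists were non-glycolytic HIF targets, glycolysis, MITF targets in pigmentation, the tricarboxylic acid cycle, nuclear subunits of oxidative phosphorylation, the integrated stress response, invasion, the cell cycle, cholesterol synthesis and the 23 shared genes given by the study. GC content and transcript length were available for 97.1% to 97.6% of genes.

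Genes were named by rules set before the data were examined. They were the 33 genes the study discusses where a comparison concerned them, the 3 highest and 3 lowest genes per line among those called at all 3 times with a logCPM of at least 1, the 3 largest differences in each direction per pair of lines at 12 h, and the genes shared by all lines at 12 h. A gene that these rules select in IGR39 is not reported here. SOX10 was chosen outside these rules, after its values were seen.

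The alternatives were adjusted p-values, a logCPM of at least 1, fold changes centred on the median, no fold cutoff for shared genes, a lower bound on the standard error, Pearson's r, a list correlation of 0.05 and rank-based list tests. Computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, R 4.3.3 and limma 3.58.1.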

Results

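The data came from 36 RNA-seq libraries of 3 BRAF-mutant human melanoma cell lines grown in 1% oxygen for 12, 24 or 48 h or sampled at 0 h before hypoxia. 501mel is a non-invasive line with high levels of MITF, the transcription factor that drives melanocyte differentiation. IGR37 is a non-invasive, MITF-positive line, and IGR39 is an invasive, MITF-low line from the same patient as IGR37. Each of the 12 groups of a line and a time held 3 libraries. Transcripts were sequenced from their 3′ ends, so a gene's reads do not depend on its full length. The values analysed were 9 comparisons made by the authors, each of a hypoxia time against 0 h in 1 line, with a log2 fold change, an average log2 expression, an F statistic and a p-value per gene. Values of single libraries were not analysed here. The depth per library is therefore unknown, and spreads between replicates entered only through the F statistics.

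The tables of 501mel held 13560 genes, those of IGR37 12681 genes and those of IGR39 13026 genes. The typical error of a fold change was similar in the 3 lines. The median approximate standard error of a log2 fold change at 12 h was 0.22 in 501mel, 0.18 in IGR37 and 0.25 in IGR39.

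The first question was how many genes changed in each line against 0 h. No library was kept without hypoxia for 12, 24 or 48 h. Effects of hypoxia and of time in culture therefore cannot be separated in any comparison given here. A gene was called when its p-value was at most 0.05 and its expression changed at least 2-fold. In 501mel, 1315 genes were called up and 503 down at 12 h. The counts in this line were 884 up and 215 down at 24 h, and 1247 up and 356 down at 48 h. IGR37 gave fewer calls, with 203 genes up and 69 down at 12 h, 305 up and 299 down at 24 h, and 364 up and 206 down at 48 h. In IGR39, 261 genes were up and 440 down at 12 h. The counts in IGR39 rose to 2433 up and 2075 down at 24 h and 2734 up and 2080 down at 48 h, which made 34.6% and 37.0% of the genes tested. The alternative that moved these counts most was the use of adjusted p-values. With a Benjamini-Hochberg adjusted p of at most 0.05 in place of the unadjusted one, IGR37 at 12 h kept 107 genes up and 15 down, and IGR39 at 12 h 125 up and 169 down.

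**Figure D1:**
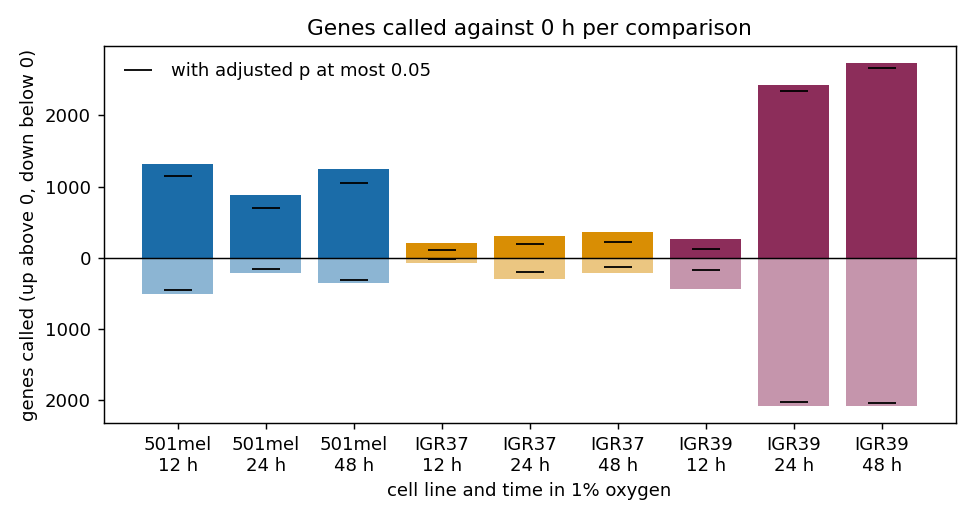
Genes called against 0 h in each of the 9 comparisons, with the number of genes on the vertical axis and the cell line and time on the horizontal axis. Bars above 0 are genes called up and bars below 0 genes called down, and black dashes mark the counts with an adjusted p of at most 0.05. The bars of IGR39 reach 2433 and 2734 genes up at 24 and 48 h against 261 at 12 h.

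The late IGR39 comparisons differed from the others in several measured respects. Among genes with an average log2 expression (logCPM) of at least 5, 29.3% were called at 24 h and 31.2% at 48 h. In 501mel and IGR37 at the same times this share lay between 1.26% and 6.43%. In IGR39, 231 genes changed by more than 5 on the log2 scale at 24 h, against 14 in 501mel and 3 in IGR37. Spike-in transcripts, which are added to each RNA sample in a known amount, were also higher relative to genes in the IGR39 libraries at 24 h. These facts bear on every value of IGR39 at 24 and 48 h given here.

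To ask whether the response was shared, calls were compared over the 11688 genes tested in all 3 lines. At 12 h, 23 genes were called up in all 3 lines, where calls shuffled among genes of similar expression gave a mean of 0.393 and at most 5. No gene was called down in all 3 lines at 12 h (0 genes), and 114 genes had a p-value of at most 0.05 and a lower level in every line without the 2-fold requirement. At 24 h, 64 genes were shared up and 5 down, with shuffled means of 3.76 and 0.717. At 48 h, 82 genes were shared up and 7 down, with shuffled means of 7.59 and 0.664. Leaving out the 2-fold requirement moved these counts most, to 137 genes up at 12 h.

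The 23 genes shared at 12 h were ADM, AK4, ANKRD37, BHLHE40, BNIP3, BNIP3L, DDIT4, HK2, KDM7A, LDHA, LINC00482, MIR210HG, NDRG1, NRN1, PDK1, PFKFB4, PPFIA4, RIMKLA, SLC2A1, STC1, TCAF2, TMEM45A and VEGFA. With adjusted p-values 18 of them passed in all 3 lines, and BHLHE40, KDM7A, LDHA, LINC00482 and NRN1 did not. The median log2 fold change over these genes was 3.54 in 501mel, 2.18 in IGR37 and 1.34 in IGR39. The fold change was largest in 501mel for 21 of the 23 genes and smallest in IGR39 for 19. Of the 23 genes, 19 were also shared up at 24 h, 21 at 48 h and 18 at both times.

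NDRG1, a hypoxia-induced gene on chromosome 8 (133237175 to 133297252, GRCh38.p14), had log2 fold changes at 12 h of 3.90 in 501mel, 3.20 in IGR37 and 2.59 in IGR39 in the authors' deposited table. VEGFA, which encodes an angiogenic growth factor and lies on chromosome 6 (43770211 to 43786487), had log2 fold changes of 2.25, 1.46 and 1.37 in the same order in the authors' deposited table.

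**Figure D2:**
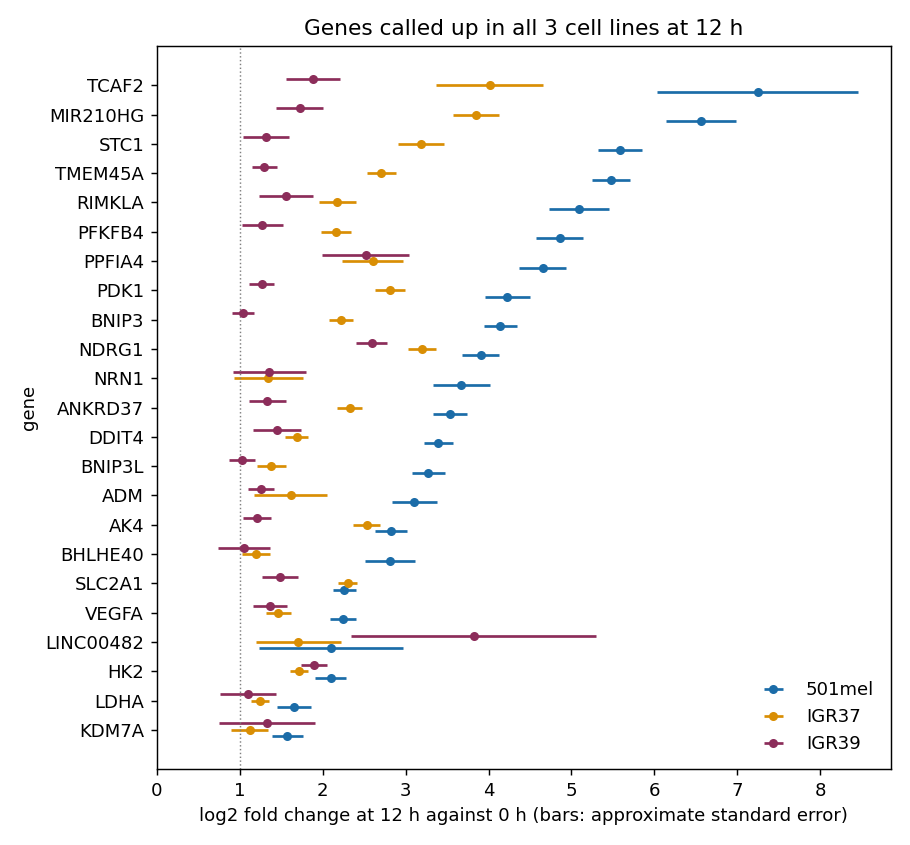
Log2 fold changes at 12 h against 0 h of the 23 genes called up in all 3 cell lines, with 1 point per gene and line, bars of 1 approximate standard error and a dotted line at a 2-fold change. The points of 501mel lie farthest to the right for 21 of the 23 genes.

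Whether a change differed between lines was tested directly, with an approximate test of the difference of log2 fold changes and Benjamini-Hochberg adjustment over genes. At 12 h, the change of 2326 genes differed between 501mel and IGR37 at an adjusted p under 0.05, that of 2667 genes between 501mel and IGR39, and that of 541 genes between IGR37 and IGR39. At 24 h the counts were 1461, 4053 and 5315 genes in the same order, and at 48 h 1985, 4239 and 5232 genes. The alternative that moved these counts most was a lower bound on the standard error, under which 334 genes differed between IGR37 and IGR39 at 12 h. Across genes, which are not independent replicates, Spearman's rho of the log2 fold changes at 12 h was 0.300 between 501mel and IGR37, 0.0424 between 501mel and IGR39 and 0.140 between IGR37 and IGR39. At 24 h rho was 0.272, 0.364 and 0.0489, and at 48 h 0.315, 0.429 and 0.168. The alternative that moved rho most was Pearson's r, which was 0.344 between 501mel and IGR37 at 12 h.

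The genes with the largest differences at 12 h were as follows. Between 501mel and IGR37, CA9, which encodes a carbonic anhydrase induced by hypoxia, differed by 5.98 on the log2 scale (SE 0.79, adjusted p 8.28e-07 in the approximate difference test). SLAMF9 and PIK3IP1 differed by 4.87 and 4.72. ID1, ID3 and MT1X had differences of -3.02, -2.75 and -2.45, where MT1X belongs to a family of near-identical genes and is uncertain. Between 501mel and IGR39, SPAG4 differed by 6.76 (SE 0.57, adjusted p 1.52e-10 in the approximate difference test), UPK1A-AS1 by 6.28 and LOC101929705 by 5.53. VAV3, IL24 and IL11 had differences of -4.85, -4.51 and -4.05. UPK1A-AS1 is an antisense transcript and the use of strand in counting was not stated, so its value is uncertain. Between IGR37 and IGR39, BEND5, XAB2 and ANG differed by 3.63, 3.05 and 2.51, and VAV3, APBA1 and AKAP12 by -4.65, -2.40 and -1.94. These genes had a logCPM of at least 1 in both lines, but that is an average over all times. Approximate levels of VAV3 in IGR39 were 0.026 CPM at 0 h and 0.70 at 12 h, against 25.6 at 24 h. In that line IL24 lay at 0.44 and 0.33 CPM at 0 and 12 h, and IL11 at 0.23 and 1.23. Levels under 1 CPM also occurred among the others, such as CA9 at 0.35 in 501mel at 0 h. The sizes of such differences are uncertain.

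CA9 lies on chromosome 9 (35673928 to 35681159) and VAV3 on chromosome 1 (107571161 to 107965180). In 501mel, CA9 had a log2 fold change at 12 h of 6.22 in the authors' deposited table, against 0.24 in IGR37 and 0.75 in IGR39. At 24 h the values of CA9 in the authors' deposited table were 6.47, 2.40 and 7.83.

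The time course was examined within each line. The 3 comparisons of a line share their 0 h libraries, so agreement between times was set beside simulated unchanged groups with the same control. In 501mel, 791 genes were called in the same direction at 12 and 24 h, against 18 in the simulation, and rho across genes was 0.774 against 0.450. Between 12 and 48 h rho was 0.844 and between 24 and 48 h 0.807. In IGR37, 134 genes were called in the same direction at 12 and 24 h, against 15 in the simulation, with a rho of 0.530 against 0.470. Its rho was 0.718 between 24 and 48 h and 0.496 between 12 and 48 h. In IGR39, rho was 0.237 between 12 and 24 h, below the simulated 0.455, and 0.230 between 12 and 48 h, while it was 0.946 between 24 and 48 h. Of the genes called at 12 h, 97.1% in 501mel, 90.4% in IGR37 and 72.9% in IGR39 had the same sign at 24 h. In the simulation these shares were 94.7%, 96.1% and 89.9%. The simulated groups held no true changes, so all their agreement came from the shared 0 h libraries. Where true changes are large that part weighs less, and the simulated values are then no lower limit. The alternative that moved rho most left out genes with a logCPM under 1, with a rho of 0.892 between 12 and 48 h in 501mel.

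Differences between times were tested with a conservative standard error. In 501mel, 62 genes changed from 12 to 24 h at an adjusted p under 0.05, and 3 from 24 to 48 h. The count from 12 to 48 h was also 3. In IGR37, 286 genes changed from 12 to 24 h and 322 from 12 to 48 h. From 24 to 48 h the count in IGR37 was 0, with 521 genes at an unadjusted p under 0.05. In IGR39, 4733 genes changed from 12 to 24 h and 5169 from 12 to 48 h, but 3 from 24 to 48 h.

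Genes called at all 3 times, with adjusted p-values included, numbered 429 up and 65 down in 501mel, 50 up and 1 down in IGR37, and 71 up and 68 down in IGR39. These counts were restricted to genes with a logCPM of at least 1. The largest mean log2 fold changes in 501mel were those of SLAMF9 (6.59), CA9 (6.41) and LOC101929705 (6.26), and the lowest those of IL24 (-3.60), ID1 (-3.03) and ID3 (-2.42). In IGR37 they were BEND5 (3.73), MIR210HG (3.45) and NDRG1 (2.95), with SARDH (-1.39) as the gene that fell. In IGR39 they were VAV3 (8.34), COL1A1 (5.46) and SNORD13 (4.93), with PRSS12 (-3.66) and WDR34 (-2.58) among those that fell. VAV3 started from an approximate level of 0.026 CPM at 0 h, so the size of its change is uncertain. SNORD13 is a small nucleolar RNA that 3′ sequencing of polyadenylated transcripts covers poorly, so its value is uncertain.

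MITF and its targets were of particular interest because the study examined how hypoxia and MITF act on each other. MITF lies on chromosome 3 (69739464 to 69968332) and changed by less than 2-fold in all 9 comparisons. In 501mel its log2 fold change was 0.52 at 12 h (adjusted p 0.00122), 0.42 at 24 h (0.0125) and 0.47 at 48 h (0.00315) in the authors' deposited table. In IGR37 the authors' deposited table gave 0.28 (0.0609), 0.25 (0.0646) and 0.11 (0.457). In IGR39 the values were -0.08 (0.892), -0.43 (0.204) and -0.75 (0.0247) in the authors' deposited table. The change of MITF differed between 501mel and IGR39 by 0.85 at 24 h (SE 0.30, adjusted p 0.0344 in the approximate difference test) and by 1.22 at 48 h (adjusted p 0.00219). It differed between IGR37 and IGR39 by 0.86 at 48 h (adjusted p 0.0179). The remaining 6 of the 9 differences of MITF between lines had adjusted p-values of 0.0639 or more. SDHB, which encodes a subunit of succinate dehydrogenase and lies on chromosome 1 (17018722 to 17054032), had log2 fold changes at 48 h of -0.47 in 501mel (adjusted p 0.0123), -0.19 in IGR37 (0.490) and -0.80 in IGR39 (0.0141) in the authors' deposited table. No difference of SDHB between lines passed, and the smallest adjusted p of the approximate difference test was 0.107, for IGR37 against IGR39 at 48 h.

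**Figure D3:**
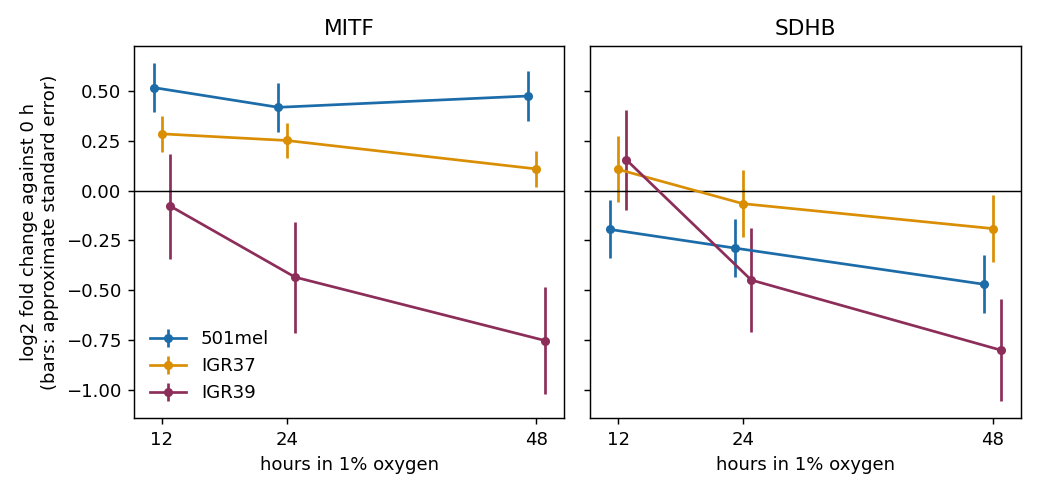
Log2 fold changes of MITF and SDHB against 0 h in the 3 cell lines, by hours in 1% oxygen, with bars of 1 approximate standard error and points set slightly apart in time for legibility. MITF lies above 0 at all 3 times in 501mel and at -0.75 in IGR39 at 48 h.

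Gene lists fixed before the data were examined were tested in each comparison with cameraPR, with adjustment over all 90 tests. Rank-based testing moved single list tests most, with the adjusted p of the invasion list in IGR39 at 24 h going from 0.000876 to 0.368. With a preset correlation between genes of 0.05 in place of 0.01, the stress list passed in 3 comparisons. Non-glycolytic HIF targets and glycolysis genes were higher in all 9 comparisons. At 12 h the median log2 fold change of the HIF targets was 2.25 in 501mel, 1.20 in IGR37 and 0.84 in IGR39, with adjusted p-values of 2.72e-76, 4.58e-95 and 1.63e-23. Of the 37 HIF targets found, 35, 27 and 16 were higher at an adjusted p under 0.05 over all genes, and 35, 31 and 21 when adjusted over the list alone. The median of the 22 glycolysis genes at 12 h was 1.66, 0.82 and 0.13, with 21, 16 and 6 genes higher over all genes and 21, 17 and 7 adjusted over the list alone. The list of 23 shared genes given by the study was higher in all 9 comparisons, but the study chose it on these libraries, so that result is not independent evidence. At 12 h 22, 21 and 18 of its genes were higher over all genes, and 23 in every line adjusted over the list alone. The HIF list shares VEGFA, ADM, BNIP3, BNIP3L, NDRG1, KDM7A, ANKRD37, BHLHE40, DDIT4, MIR210HG, PPFIA4, TMEM45A, AK4 and STC1 with it. The glycolysis list shares SLC2A1, HK2, PFKFB4, LDHA and PDK1 with it. Results of the HIF and glycolysis lists are therefore not fully independent evidence either.

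The 17 MITF targets in pigmentation passed as higher in all 3 comparisons of 501mel and of IGR37, and in none of IGR39. Their median log2 fold change at 12 h was 0.61 in 501mel (adjusted p 2.36e-05) and 0.22 in IGR37 (3.68e-05). Of these genes 10 and 4 were higher over all genes, and 13 and 9 adjusted over the list alone. In IGR37 at 24 and 48 h the medians were 0.27 and 0.31, with 7 genes higher and 1 lower over all genes at each time. Adjusted over the list alone, 7 were higher and 3 lower at 24 h, and 11 and 1 at 48 h. DCT changed by -0.54 at 24 h and TYR by -0.31 at 48 h, so pigmentation genes did not all rise. The list includes some genes that are not pigmentation genes, such as BIRC7, CDK2 and PPARGC1A. In IGR39 the medians were 0.22, 0.93 and 0.23 at 12, 24 and 48 h, with adjusted p-values of 0.244, 0.159 and 0.489. The median at 12 h was close to that of IGR37, so the failure to pass does not show a smaller shift. Whether the lists differed between lines was not tested. In IGR39 at 12 h 1 of these genes was higher both over all genes and adjusted over the list alone.

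Tricarboxylic acid cycle genes passed in 0 comparisons, and in 0 at an unadjusted p under 0.05. Nuclear subunits of oxidative phosphorylation were lower in IGR39 at 12 h, with a median of -0.10 (adjusted p 0.0316), and passed in no other comparison. There 2 of the 42 subunits were lower over all genes and 2 adjusted over the list alone. For the 22 tricarboxylic acid cycle genes in 501mel at 12 h, 4 were higher and 6 lower, both over all genes and adjusted over the list alone.

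Cell cycle genes were lower in 7 comparisons and higher in IGR37 at 24 and 48 h, with medians of 0.18 and 0.19. The median of their 37 genes reached -1.69 in IGR39 at 48 h, where 37 were lower over all genes and 37 adjusted over the list alone. Genes of the integrated stress response passed as higher in 5 comparisons. In 501mel at 12 h their median was 0.70, with 12 genes higher over all genes and 12 adjusted over the list alone. Cholesterol synthesis genes were higher in 4 comparisons. In 501mel at 24 h their median was 1.15, with 20 genes higher over all genes and 20 adjusted over the list alone. The invasion list was higher in the 3 comparisons of IGR39, with a median of 0.60 at 12 h (adjusted p 1.17e-11) and 6 genes higher over all genes, or 13 adjusted over the list alone. With rank-based testing the invasion list did not pass in IGR39 at 24 h (adjusted p 0.368) or 48 h (0.418), and it passed in IGR37 at 48 h (0.0491).

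Spike-in transcripts are a control for the amount of RNA, but single transcripts with a logCPM of at least 5 moved in different directions, from -2.75 to 2.59 on the log2 scale in the 8 comparisons other than IGR39 at 24 h. Their median log2 fold change lay between -0.15 and 0.41 in those 8. A median does not show the summed level. The share of all spike-in transcripts in the summed approximate levels was, in 501mel, 22.8% at 0 h and 12.8%, 11.3% and 12.6% at 12, 24 and 48 h. In IGR37 it lay between 3.72% and 4.20%, and in IGR39 it was 3.12%, 2.80%, 30.1% and 3.36% at 0, 12, 24 and 48 h. The median log2 fold change in IGR39 at 24 h was 3.85 over 34 transcripts, with a range of 2.48 to 6.19, and 57 of all 61 transcripts had an adjusted p of at most 0.05. The median over genes in that comparison was 0.03.

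**Figure D4:**
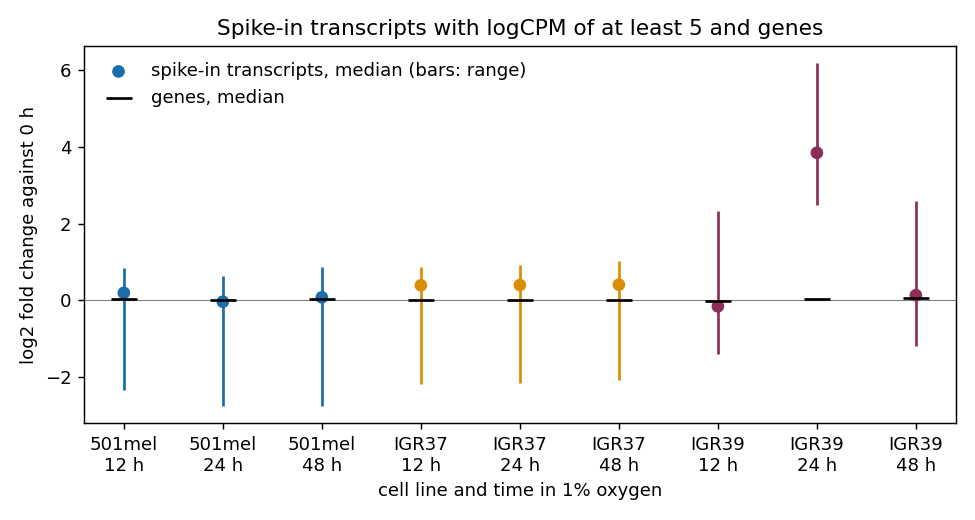
Log2 fold changes against 0 h of spike-in transcripts with a logCPM of at least 5 in each comparison, as medians with bars from the lowest to the highest transcript, and black dashes for the median of all genes. In IGR39 at 24 h the median of 3.85 and the whole range lie above 0, while the median of the genes is 0.03.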

Values the study reported

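The study reported 23 genes that rose in all 3 cell lines after 12 h of hypoxia and none that fell in all of them. In 501mel at 12 h it reported that 1,051 of the genes that rose (80%) had no binding by the HIF heterodimers, while 128 were bound by both and 34 and 102 by one of them. Of the genes that fell, it reported 459 as indirectly regulated and 44 (9%) as bound.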

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

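Every result in this part stands out because a change differed between cell lines or times when the difference itself was tested, except the spike-in signal, which belongs to no planned gene comparison. The tests of measurement error in 501mel, of the spread of fold changes, of a common spike-in shift, of the later sign of 12 h calls and of neighbouring genes with the GC trend removed were chosen after the results were seen.

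The response at 12 h differed between 501mel and IGR37 for 2326 genes, between 501mel and IGR39 for 2667 and between IGR37 and IGR39 for 541. By calls and fold changes, the 501mel response was the largest of the 3 at that time. The median standard error in 501mel was 0.218, above that of IGR37 (0.181) and below that of IGR39 (0.247), so a smaller error could add calls relative to IGR39. It was argued against as the cause by counts from fold change alone, which a larger error can only raise. Whatever their p, 2382 genes changed at least 2-fold in 501mel, 417 in IGR37 and 1058 in IGR39. Noise in genes with low counts was argued against, since 8.54% of its genes with a logCPM of at least 5 were called, against 0.889% in IGR37 and 2.98% in IGR39. Scaling by a few abundant genes adds 1 amount to every log2 fold change and leaves their spread as it is. It was argued against by a standard deviation of 0.641 among genes with a logCPM of at least 5, against 0.297 in IGR37 and 0.425 in IGR39. Centring and counts of calls under common shifts had been tried before this and decide nothing, since the fold changes already lay around 0. GC content or length of whole transcripts was argued against by 1728 genes called after that trend was removed, against 1735 before. The p-values were left unchanged in this, and the GC content of the sequenced 3′ ends was not tested. A stronger response of 501mel at 12 h is therefore a hypothesis. A fold change also depends on the level at 0 h, which was not tested as an explanation. The study reported high basal expression in the other lines for many genes that responded in a single line. It also reported that IGR39 expressed HIF1α without hypoxia. 501mel is the only line from its patient, so the line and its patient of origin cannot be separated. The approximate MITF level at 0 h was 353 CPM in 501mel, 550 in IGR37 and 36.9 in IGR39, from tables normalized separately. IGR37 nevertheless had the fewest calls at 12 h, 272 against 1818 in 501mel and 701 in IGR39. These values argue against a high MITF level alone as the cause, but no test of a MITF effect was possible.

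The genes behind the largest differences at 12 h were CA9 (5.98), SLAMF9 (4.87), PIK3IP1 (4.72), ID1 (-3.02), ID3 (-2.75) and MT1X (-2.45) between 501mel and IGR37. Between 501mel and IGR39 they were SPAG4 (6.76), UPK1A-AS1 (6.28), LOC101929705 (5.53), VAV3 (-4.85), IL24 (-4.51) and IL11 (-4.05). Between IGR37 and IGR39 they were BEND5 (3.63), XAB2 (3.05), ANG (2.51), VAV3 (-4.65), APBA1 (-2.40) and AKAP12 (-1.94). Shared reads in the metallothionein family for MT1X and antisense reads for UPK1A-AS1 were not tested. VAV3 and IL24 lay under 1 CPM in IGR39 at 0 and 12 h, and IL11 at 0 h, so the sizes of their differences are uncertain.

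At 24 and 48 h the differences that involve IGR39 were larger. They covered 4053 and 4239 genes between 501mel and IGR39 and 5315 and 5232 between IGR37 and IGR39, beside 1461 and 1985 between 501mel and IGR37. MITF was among them, with differences of 0.85 and 1.22 between 501mel and IGR39 at 24 and 48 h and 0.86 between IGR37 and IGR39 at 48 h. Within IGR39, 4733 genes changed from 12 to 24 h and 5169 from 12 to 48 h, but only 3 from 24 to 48 h. Noise in genes with low counts was argued against, since 29.3% of genes with a logCPM of at least 5 were called at 24 h. Scaling was argued against by the standard deviation of fold changes of genes with a logCPM of at least 5. It was 1.21 at 24 h, against at most 0.569 in 501mel and IGR37 at 24 and 48 h. GC content or length of whole transcripts was argued against by 4309 genes called after that trend was removed, with the p-values unchanged. The GC content of the sequenced 3′ ends was not tested. Chromosome shifts that follow GC content were argued against by a spread of chromosome medians that remained at 0.184 without the trend. In 501mel and IGR37 at 24 and 48 h that spread was at most 0.0749.

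Late changes in IGR39 that only extend the 12 h changes of the same genes were argued against too. Of the 294 genes called at 12 h with an adjusted p, 74.1% had the same sign at 24 h, against 98.0% of 1603 in 501mel and 91.0% of 122 in IGR37. All 3 shares are raised by the 0 h libraries that both times have in common.

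What stays open for these IGR39 libraries are a response that builds up after 12 h in other genes and a different origin of the cells at 24 and 48 h, which cannot be told apart because time and library are the same variable. The approximate levels at 24 h correlated with those at 0 h with a rho of 0.864, which is closer than IGR39 was to IGR37 (0.839) or to 501mel (0.792) at 0 h, but less close than 501mel was to IGR37 (0.890). Levels of different lines come from tables normalized separately. Within a line, the same correlation was 0.974 in 501mel and 0.982 in IGR37, and that of IGR39 at 0 and 12 h was 0.982. For a different origin, medians over 50 neighbouring genes were expected to spread far more than after shuffling at 24 h and not at 12 h, since copy number differs between cell populations. The ratio of that spread to its shuffled value was 1.90 at 24 h, but it was already 1.86 at 12 h, and 1.86 in IGR37 at 24 h, so the prediction failed as written. With the GC trend removed, a step added after this was seen, the ratio was 1.88 at 24 h and 1.24 at 12 h in IGR39. In IGR37 it was also 1.77 at 24 h, against 1.23 at 12 h. In 501mel it was 1.23, 1.20 and 1.18 at 12, 24 and 48 h. IGR37 thus rose between 12 and 24 h as IGR39 did, and may not be an unaffected reference. A different origin may therefore account for the pattern, but the same holds for a late response in neighbouring genes.

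Smaller differences between times were seen in the other lines. In 501mel 62 genes changed from 12 to 24 h, 3 from 24 to 48 h and 3 from 12 to 48 h. In IGR37 286 genes changed from 12 to 24 h and 322 from 12 to 48 h. A condition shared by the 24 and 48 h libraries of IGR37 could give this. In that line the change from 12 to 24 h correlated with that from 0 to 48 h, which share no libraries. Its rho was 0.360 across genes, against -0.437 in 501mel and 0.858 in IGR39. A response that appears after 12 h predicts the same positive sign, so it cannot be told apart from a shared condition. Chromosomes 8 and 15 had the largest median log2 fold changes in size in IGR37 at 24 h. At 12, 24 and 48 h the medians were -0.002, -0.23 and -0.24 on chromosome 8, and 0.03, 0.19 and 0.20 on chromosome 15. Neither explanation was tested against these shifts.

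Spike-in transcripts stood out in IGR39 at 24 h, with a median log2 fold change of 3.85 over 34 transcripts with a logCPM of at least 5. Counting noise in a few low transcripts was argued against by these 34 abundant transcripts, whose changes all lay between 2.48 and 6.19. The median over all 61 was similar, at 3.81. From 12 to 24 h the transcripts shifted by a median of 3.92 with a standard deviation of 0.270, consistent with a different ratio of spike-in to cellular RNA in those libraries. Whether less cellular RNA or more spike-in entered them cannot be separated with these values.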

How the results depend on the processing

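All alternatives in this part were listed before the data were examined, and none was added later. No paired analysis was possible because the deposited tables carry no values per library. For the same reason a replicate block, leave-one-out fits and DESeq2 size factors were not run, no other splits of the samples were counted, and neither fry nor an estimated correlation between genes was computed. The depth per library is unknown, so what it limits cannot be stated.

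With adjusted p-values, calls in 501mel and in IGR39 at 24 and 48 h stayed within 1.5 times of the counts reported. In IGR37 they fell to 107 up and 15 down at 12 h, 200 up and 197 down at 24 h and 226 up and 134 down at 48 h, and in IGR39 at 12 h to 125 up and 169 down. The share of calls that were up in IGR37 at 12 h went from 74.6% to 87.7%. Genes shared down at 24 h fell to 3. The requirement is stricter by construction.

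Among genes with a logCPM of at least 1, IGR37 gave 130 genes up and 37 down at 12 h, 192 down at 24 h and 124 down at 48 h. Shared genes down were 3 at 24 h and 3 at 48 h. Fewer genes are tested under this filter. The Spearman correlation of fold changes between 501mel and IGR37 became 0.335, 0.308 and 0.352 at 12, 24 and 48 h, and that between 501mel and IGR39 at 24 h 0.400. In the time course, the correlation in 501mel became 0.817 from 12 to 24 h, 0.848 from 24 to 48 h and 0.892 from 12 to 48 h, and from 24 to 48 h it became 0.741 in IGR37 and 0.954 in IGR39. Genes with the same sign were 98.3% at 12 and 24 h and 99.6% at 12 and 48 h in 501mel, and 93.4% at 12 and 48 h in IGR37. In IGR37 85 genes were called in the same direction at 12 and 24 h. Why these correlations rose was not tested.

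Without the 2-fold requirement, shared genes numbered 137 up and 114 down at 12 h, 372 and 285 at 24 h, and 466 and 402 at 48 h. Pearson's r was 0.344 between 501mel and IGR37 and 0.167 between IGR37 and IGR39 at 12 h, and 0.330 between 501mel and IGR39 and 0.0671 between IGR37 and IGR39 at 24 h. The cause was not tested. With the lower bound on the standard error, 334 genes differed between IGR37 and IGR39 at 12 h, and the other 8 comparisons between lines stayed within 1.5 times. Centring on the median left every count of calls, shared genes and differences within 1.5 times.

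With a list correlation of 0.05, the integrated stress list passed in 3 comparisons and the oxidative phosphorylation list in 0. The other 8 lists stayed within 1.5 times, and 5 of the 90 list tests no longer passed. In rank-based tests 2 list tests gained and 2 lost their call, and 2 that had not passed changed direction. These were the oxidative phosphorylation list in 501mel at 24 h (adjusted p 0.835) and the tricarboxylic acid cycle list in IGR37 at 12 h (0.964), both far from passing either way. The cause was not tested. The 27 differences named for single genes kept their direction and their side of the threshold under each alternative. Of 178 single fold changes, 8 lost their call with adjusted p-values and none changed direction.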

Other observations

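The tests on carried-over reads in this part were chosen after values of pigmentation genes and of SOX10 had been seen, and the test on spike-in mixes was chosen before its values were seen.

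Spike-in transcripts varied widely within a comparison, from -2.32 to 0.86 on the log2 scale in 501mel at 12 h. Different spike-in mixes in the 0 h and the hypoxia libraries are a candidate explanation. It predicts strong correlations between lines that share no libraries, with a sign set by which side got which mix. At 12 h, rho across 22 transcripts was 0.951 between 501mel and IGR37, and across 23 transcripts -0.900 between 501mel and IGR39. The opposite sign in IGR39 is consistent with the mixes having been swapped in that line. Which mix went into which library is not stated in the labels.

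In IGR39 at 24 h, pigmentation transcripts were higher, with a median log2 fold change of 0.93 over the 17 MITF targets, although the list did not pass (adjusted p 0.159). Reads carried over from the lines with high MITF could give this. A group of 13 other genes that were abundant in those lines and nearly absent from IGR39 at 0 h, SOX10 among them, rose in 13 of 13 cases with a median of 0.64. Their quartile range was 0.347, against 1.46 for genes of similar level. The genes were chosen for low levels at 0 h, however, which pushes their fold changes up at every time, and their median was 0.60 at 12 h and 0.44 at 48 h. The selection for low levels alone does not account for 8 pigmentation genes chosen in the same way, whose median was 0.20 at 12 h, 0.87 at 24 h and 0.18 at 48 h. They were examined after values of pigmentation genes had been seen, however. From 12 to 24 h, where the 0 h libraries cancel, the pigmentation genes rose by a median of 0.64 (8 of 8), and the other genes by 0.0711 (7 of 13), with quartiles of -0.34 and 0.36. For TYR, TYRP1, DCT, PMEL and MLANA the change from 12 to 24 h was 0.44 to 0.86, with standard errors of 0.64 to 0.70. None of them passed the conservative test between times (adjusted p 0.335 to 0.655), so variation shared by those libraries is not excluded. The 13 other genes lie near the lower limit of expression in IGR39 and exclude nothing. Carry-over, a change of the pigmentation genes themselves and such variation therefore cannot be told apart. No biological explanation was tested.

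In IGR39, 22 genes that changed by less than 0.5 on the log2 scale at 12 h had fallen by more than 5 at 24 h, and 68 had risen by more than 5. In 501mel the counts were 0 and 0, and in IGR37 1 and 0. Such a fall between 12 and 24 h needs a half-life of at most 2.67 h even if transcription stops at once. In the same comparison the median log2 fold change was -0.73 on chromosome 19 and -0.54 on chromosome 9.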
